# Single-Cell Transcriptomic Profiling of GL261 Glioblastoma Cells Reveals Gene Expression Signatures Underlying Tumorigenicity

**DOI:** 10.1007/s10571-025-01635-0

**Published:** 2025-12-16

**Authors:** Colton E. Troxel, Ruby A. Olvera, Emily A. Freko, Suely S. C. Soeiro, Thandiswa T. Mdluli, Richard L. Daniels

**Keywords:** GL261, Glioblastoma, scRNA-Seq, P2RX7, MMP, Tumor microenvironment

## Abstract

Glioblastoma is a lethal primary brain tumor with poor prognosis. Tumor cells exhibit substantial phenotypic variation, complicating treatment. As functional diversity is driven by underlying transcriptional states, characterizing tumor cell gene expression is essential for understanding tumor biology and therapeutic response. The GL261 tumor cell line is a common pre-clinical model system for investigating glioblastoma pathobiology. However, global gene expression patterns in this model are unknown. Here we describe the use of single-cell RNA sequencing (scRNA-Seq) to investigate transcriptional profiles of 5764 adherent and 4951 neurosphere GL261 cells, generating 133,442,221 sequenced reads. Following Principal Component Analysis (PCA) for dimensionality reduction, we applied Uniform Manifold Approximation and Projection (UMAP) to visualize transcriptionally distinct subpopulations (clusters) of GL261 cells grown adherently or as neurospheres. Highly expressed and differentially expressed genes were identified. Because the neurosphere phenotype is known to be more tumorigenic, we further examined differentially expressed genes with gene ontology expression analysis. We found that upregulated genes in neurosphere cells are associated with angiogenesis, cell adhesion, and cell signaling pathways. In addition, we specifically examined gene expression patterns of matrix metalloproteinases and purinergic receptors, glioblastoma drug targets known to be important for promoting tumor infiltration into adjacent healthy tissue. We found that P2RX7, MMP15 and MMP16 are upregulated in neurosphere cells, indicating a potential role for these genes in tumor formation. Together these results reveal global transcriptional profiles of GL261 cells, establish a resource for further scRNA-Seq-based analyses, and give insight into gene expression changes relevant to glioblastoma tumor development.

## Introduction

Glioblastoma Multiforme (GBM) is a lethal primary astrocytoma characterized by rapid proliferation and a high degree of invasiveness; median survival is 15 months. The age-adjusted incidence of GBM is 4 per 100,000, with more than 12,000 people diagnosed annually in the United States (Tamimi and Juweid 2017; Grochans et al. 2022; Alifieris and Trafalis 2015). Treatment consists of maximal surgical resection, radiation, and chemotherapeutic regimens with alkylating agents such as temozolomide or carmustin (Alifieris and Trafalis 2015).

Within solid tumors, including GBM, tumor cells exhibit wide transcriptional diversity, leading to the tumor being composed of subpopulations of phenotypically distinct cells. Intra-tumor cell heterogeneity is a consistently-identified feature of solid tumors and increased variation is associated with worse patient outcomes in GBM, squamous cell carcinomas, and cancers of the prostate, breast, and colon (Haffner et al. 2021; Chan and Buczacki 2021; Mroz et al. 2013; Becker et al. 2021; Lüönd et al. 2021; Guan et al. 2018). These differences underlie significant therapeutic challenges, in part via a selective mechanism where subpopulations of tumor cells develop resistance to anti-tumor drug compounds and therefore survive to proliferate (Dagogo-Jack and Shaw 2018). Differences in patient outcomes and disease progression may also be explained by the impacts of heterogenous tumor cells on tumor pathophysiology. For example, GBM cells derived from human tumor biopsies show phenotypic differences in adhesive properties, migratory speed, and immune escape phenotypes (Manini et al. 2020; Rezk et al. 2020).

The study of gene expression in tumors has been enhanced by single-cell RNA Sequencing (scRNA-Seq), a technique that enables high-resolution gene expression analyses at the level of individual tumor cells (Li et al. 2021; González-Silva et al. 2020; Zhang et al. 2021). Several projects have specifically characterized human GBM tumors using scRNA-Seq, and these efforts have been summarized in a recent review (Ordóñez-Rubiano et al. 2025). Besides examining GBM tumor cell heterogeneity, reports have compared transcriptomic profiles of infiltrating GBM cells with other cells in the tumor and investigated gene expression differences in GBM tumor cells before and after temozolomide-based treatment (Patel et al. 2014; Darmanis et al. 2017; Wang et al. 2022).

While most studies of single-cell transcriptomic profiles have examined human tumors, comparably few have examined gene expression in the most commonly used cell-based model systems of GBM which underlie pre-clinical drug trials and fundamental investigations of tumor pathobiology. One study used single-cell transcript profiling to examine global gene expression in U-87 cells (Wang et al. 2019), and two studies have investigated CT-2 A and GL261-derived tumor cells following engrafting of these cell lines into mice (Mikolajewicz et al. 2024; García-Vicente et al. 2025). Though investigations of in-vivo gene expression in human tumors and engrafted animal tumors reveal individual tumor attributes and molecular signatures common to both human tumors and animal model tumors, many pre-clinical studies rely solely on in-vitro cell-based model systems for experimentation on fundamental aspects of tumor cell physiology, motility, and drug responses (Gómez-Oliva et al. 2021; Slika et al. 2023; Tavener et al. 2021). Thus there remains a significant gap in the understanding of global gene expression in the in-vitro model systems most commonly used to study GBM.

One of the most widely-used model system to study GBM is the murine derived GL261 cell line (Szatmári et al. 2006; Slika et al. 2023). These cells can be cultured as adherent cells (GL261-AC) or as free-floating cell aggregates called neurospheres (GL261-NS). We and others have shown that phenotypic changes occur when GL261-AC cells are induced to form neurospheres by supplementing the culture media with growth factors (Akbasak et al. 1991; Pellegatta et al. 2006; Szatmári et al. 2006; Strong and Daniels 2017). Notably, neurospheres more closely resemble the in-vivo tumor phenotype in terms of molecular profiles, more readily form tumors when engrafted into syngeneic mice, and have higher rates of lethality (Pellegatta et al. 2006).

Two gene families that have been widely studied in human tumors, animal models, and cell-based systems due to their therapeutic potential are matrix metalloproteinases (MMPs) and purinergic receptors (P2RX and P2RY). MMPs play a role in extracellular matrix degradation and their abnormal expression is thought to lead to a tumor’s ability to infiltrate nearby healthy tissue. This role for MMPs in tumor pathophysiology also makes them a potential therapeutic target, and high levels of MMP2, MMP9, MMP15, MMP16 have been shown to be expressed in GBM tumor cells and associated with poor prognoses (Pullen et al. 2018; Marino et al. 2023; Han et al. 2021; Aitchison et al. 2025; Thome et al. 2020). Purinergic signaling in the tumor microenvironment makes ATP receptors another promising drug target (Matyśniak et al. 2022; Bergamin et al. 2019; Vultaggio-Poma et al. 2020). In particular, the ionotropic ATP receptor P2RX7 is known to be associated with GBM tumor formation, and we and others have shown that P2RX7 is expressed and functional in both GL261-AC and GL261-NS cells (Tamajusuku et al. 2010; Strong and Daniels 2017; Strong et al. 2018).

This project seeks to characterize global gene expression in GL261-AC and GL261-NS tumor cells using scRNA-Seq. We will specifically examine differential gene expression that occurs with the transcriptional changes associated with the tumorigenic GL261-NS phenotype. We hypothesize that compared to adherent cells, gene expression in neurosphere cells more closely approximates gene expression characteristics of tumors. We will additionally characterize expression and differential expression of P2RX and P2RY ATP receptors and MMPs. Together, these studies will reveal fundamental gene expression profiles of the widely used GL261 model system and identify gene expression patterns associated with GBM tumorigenesis.

## Methods

### Cell Culture of Adherent and Neurosphere GL261 Cells

GL261 cells were provided by the NCI-Frederick Cancer Research Tumor Repository (Frederick, MD). Cells were cultured adherently in DMEM (Gibco/Thermo Fisher Scientific) with 10% FBS (R&D Systems) and 1% penicillin-streptomycin (Millipore Sigma) at 37.0 °C in 5.0% CO₂ using 75 cm cell culture-treated flasks (Corning/Fisher Scientific). Cells were passaged by trypsinization at 80–90% confluency every 2–4 days. To induce neurosphere formation prior to single-cell RNA sequencing, media was supplemented with 20 ng/mL of Epidermal Growth Factor (Peprotech/Thermo Fisher Scientific), 20 ng/mL Fibroblast Growth Factor (Peprotech/Thermo Fisher Scientific), and 1:50 B-27 (Gibco/Thermo Fisher Scientific) to the cell culture media. Neurosphere culture media was replaced every 3–5 days by pelleting cells via centrifugation and re-suspending in new culture media with continued growth factor and B-27 supplementation. Neurospheres were cultured 12 days prior to shipment for scRNA-Seq analysis.

### Single Cell RNA Sequencing and Seurat-based Data Analysis

Sample preparation: Adherent and neurosphere cells were prepared according to instructions from Azenta Life Sciences. Adherent cells were grown to ~ 80% confluency and collected from culture flasks by trypsinization. Neurospheres were collected by centrifugation and triturated using a series of progressively smaller pipets tips to break up clusters into single cells (5 ml serological pipette, 1 ml pipette tip, 200 µl pipette tip, and finally a fire-polished glass Pasteur pipette). For both adherent and neurosphere cells, cell concentrations were determined with a hemacytometer and cell viability was determined using trypan blue staining. Samples were placed in freezing media (culture media with 10% DMSO) and 1 ml aliquots were transferred to cryotubes, placed in a -20 °C freezer for 1 h, then in a -80 °C freezer overnight. Samples were shipped on dry ice overnight to Azenta Life Sciences.

Sample processing, sequencing, and read quantification: Library construction and sequencing of viable cells was performed by Azenta Life Sciences using the 10x Genomics single cell 3’ v3 protocol and Illumina NovaSeq X Plus sequencing platform. Preliminary data processing and mapping reads to transcripts and cells (including sample demultiplexing, barcode processing, and unique molecular identifier counting) was performed using the Cellranger-7.0.1 data pipeline. A total of 5,764 adherent cells and 4,951 neurosphere cells were sequenced.

Quality control and Data Analysis: Data were processed and analyzed using the RStudio IDE (2024.04.1 + 748) with R (4.5.0) with the Seurat R package (5.1.0) (Satija et al. 2015; Hao et al. 2024). Mitochondrial genes (13) and ribosomal genes (101) were removed from further analysis. We also removed low quality cells, including adherent cells containing fewer than 1000 total RNA transcripts (nCount_RNA < 1000) and fewer than 1250 unique RNA transcripts (nFeature_RNA < 1250). For neurosphere cells, thresholds were set at 1000 total RNA transcripts and 2250 unique RNA transcripts. Log-based normalization and scaling was performed using Seurat’s NormalizeData and ScaleData functions with default parameters.

Dimensionality Reduction and Clustering: Principal components (PCs) of the dataset were found using the RunPCA function on the top 2000 highly variable genes identified using the FindVariableFeatures function. We determined the first 17 PCs would be used for adherent cell clustering, and the first 18 for neurosphere cell clustering. Using the FindNeighbors function, appropriate PCs were defined in each data set. Visualization of cells on a 2-dimensional projection was performed using Uniform Manifold Approximation and Projection (UMAP) with the RunUMAP function with default parameters (1.0 resolution), with clusters defined based on shared nearest neighbor (SNN) graph analysis. We used adherent cells as the reference sample for anchor identification while performing the integration of adherent and neurosphere cell datasets. The FindIntegrationAnchors function allowed for the determination of cells that shared the mutual nearest neighbor characteristics prior to data integration with the IntegrateData function.

Batch effects correction and gene expression visualization: Differentially expressed genes in the individual and integrated datasets were identified using the Findallmarkers function. Bubble plots, heat maps, and UMAP heat maps were created with the DotPlot, DoHeatmap and FeaturePlot functions, respectively. Batch correction was performed when integrating the adherent and neurosphere datasets using Canonical Correlation Analysis (CCA) through Seurat’s IntegrateData function.

Gene Ontology Expression Analysis: Neurosphere cell genes expressed with a log_2_-fold change greater than 1 compared to adherent cells were identified and used for gene ontology expression analyses. Analyses were performed using the Panther Classification System (PANTHER) (The Gene Ontology Consortium et al. 2023; Thomas et al. 2003, 2022).

### Live Cell Calcium Imaging (Calcium microfluorimetry)

Glass 8-well chamber slides (Thermoscientific Nunc Lab-Tek) were coated for 30–120 min with poly-L-lysine (Sigma-Aldrich) by adding 200 µL of Poly-L-Lysine to each well and incubating at room temperature. Adherent GL261 cells were trypsinized, plated in the 8-well chamber slides at a density of 5 × 10^4^ cells/mL, and allowed to incubate for 24 h. Prior to imaging, growth media was removed and the cells were washed twice with 200 µL of calcium imaging buffer (CIB; 130 mM NaCl, 3.6 mM KCl, 1.8 mM CaCl2, 1.0 mM MgCl2, 10 mM D-glucose, 10 mM HEPES, pH 7.4 adjusted with HCl and NaOH). After the final wash, 200 µL of 5 µM fura-2 (Invitrogen) in CIB was placed in each well, and the chamber slide was placed in the dark for 30 min at room temperature. After incubation, wells were washed twice with 200 µL CIB. Test solutions containing BzATP in CIB were delivered by pipet while imaging. Ratiometric pseudocolored images were captured with a Nikon Eclipse Ti-S epifluorescent inverted microscope equipped with a dual 340/380 nm excitation filter wheel (Sutter) and associated Nikon Digital Sight DS-U3 camera. Images and videos were analyzed using the Nikon Elements software package.

### RNA Isolation and PCR for P2RX7 Transcript Variant Detection

Total RNA from GL261 cells was extracted using a Qiagen RNeasy kit. QIA Shredder columns were used for cell lysis (Qiagen). Reverse transcription of mRNA transcripts to first-strand cDNA was performed using a Qiagen Omniscript kit and oligo-dT primers. Isoform-specific primers (Integrated DNA Technologies) were used in PCR (AllTaq PCR core kit, Qiagen) and amplicons were detected via gel electrophoresis and compared against a Gene Ruler 100 bp Plus ladder (Thermo Scientific). Amplicon identity was confirmed by gel extraction (Qiagen QIAquick Gel Extraction Kit) and sequencing (Azenta Life Sciences). To design primers and perform analyses, consensus coding sequences (CCDS) of the 5 known Mus musculus P2RX7 isoforms were obtained from the National Center for Biotechnology Information (NCBI): isoform A (CCDS19652.1), isoform B (CCDS19651.1), isoform C (CCDS 51644.1), isoform D (CCDS19653.1), isoform E (CCDS89983.1). These correspond directly to the known transcript variants 1, 2, 3, 4 and 5, respectively for P2RX7, but without any untranslated sequences. 

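The mouse gene P2rx7 (ENSMUSG00000029468) lies on the plus strand of chromosome 5 from 122643911 to 122691432 in the GENCODE annotation of GRCm38. The annotation gives it 8 transcripts, of which 5 are protein-coding and 4 carry the coding sequences that the paper lists for isoforms A to D. The transcripts for isoforms A, B and C have 13 exons each, and the transcript for isoform D has 4 exons. In the scRNA-Seq data of adherent and neurosphere cells, UMIs were counted per gene, so all transcripts of P2rx7 share a single count. The kept adherent cells held 580 UMIs of P2rx7 and the kept neurosphere cells held 518.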

Forward, reverse, and sequencing primers were designed using the NCBI BLAST tool.

## Results

Adherent and neurosphere GL261 cells were cultured and prepared for single-cell RNA sequencing (Fig. 1). To better understand gene expression and tumor cell heterogeneity, we examined gene expression at single cell resolution in both the adherent and neurosphere GL261 cell phenotypes. 

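Adherent cells of GL261, a mouse glioma cell line, and neurosphere cells cultured for 12 days with 20 ng/mL of Epidermal Growth Factor and 20 ng/mL of Fibroblast Growth Factor were each sequenced as 1 library. For both libraries, the authors deposited the raw count of unique molecular identifiers (UMIs) that Cell Ranger assigned to each of 32285 genes in each called cell, without normalization. The paper's text does not name the genome build or say whether reads in introns were counted. From these counts, the 13 mitochondrial and 101 ribosomal genes were removed first, followed by cells with fewer than 1000 UMIs and cells with fewer than 1250 genes (adherent cells) or 2250 genes (neurosphere cells). UMIs of the kept cells were summed per library and divided by all UMIs on the genes left, 46290996 in adherent cells and 64943938 in neurosphere cells, to give CPM. A log2 fold change is the log2 ratio of the neurosphere CPM to the adherent CPM, with an exact conditional 95% interval, and shares of cells have exact binomial intervals. With 1 library per condition, these intervals cover counting error only, no test between the conditions was run, and no difference has a replicate check. Shares of cells with a UMI of a gene were also taken after each kept cell was thinned to 5000 UMIs on the genes left, which left out 587 adherent and 80 neurosphere cells as too shallow. Both libraries come from one cell line, so no cell type that should lack a gene was there to show the share that free RNA alone would give. Positions of genes are those of GRCm38, in whose annotation 32235 of the 32285 gene identifiers were found.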

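The adherent library held 68531063 UMIs in all called cells, with a median of 11287 UMIs per cell. The neurosphere library held 82832873 UMIs, with a median of 14798 UMIs per cell.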

In total, we generated scRNA-Seq profiles of 5,764 adherent cells and 4951 neurosphere cells. Among the adherent cells we obtained 133,442,221 total sequenced reads (mean detection rate of 23,151 reads per cell) and 94.2% of these were mapped to the mouse genome. Figure 1B graphically depicts the isolation of total mRNA and subsequent mapping of sequenced mRNA transcript fragments to known genes.

**Fig. 1:**
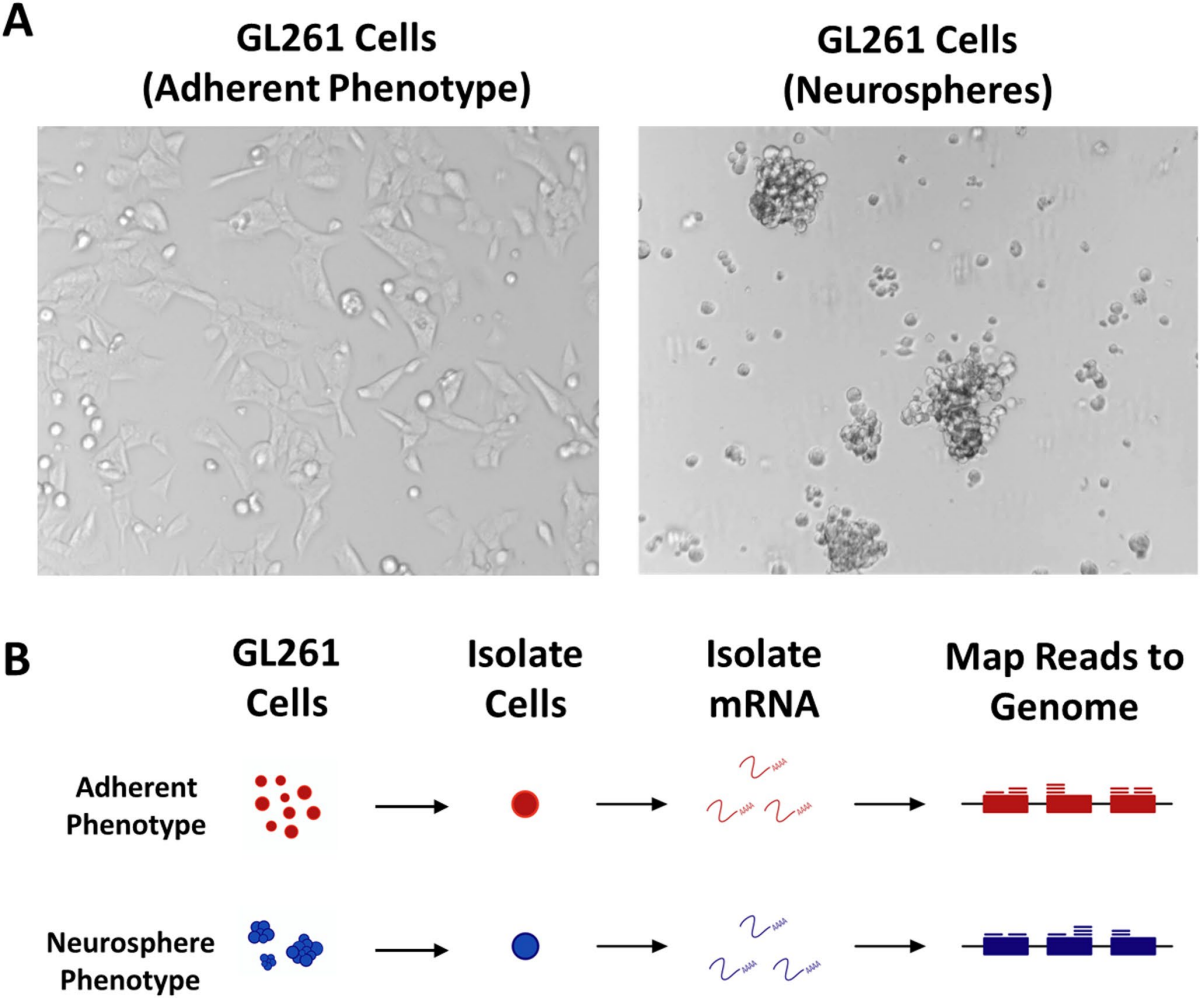
Single-cell RNA-Sequencing of GL261 cells cultured adherently or as neurospheres. (A) Bright field images (200X magnification) of GL261 cells cultured adherently (left) or as free-floating cell aggregates called neurospheres (right). The neurosphere phenotype is induced when cell culture media is supplemented with growth factors. (B) Flow chart showing a brief overview of single-cell RNA Sequencing (scRNA-Seq). GL261 cells were isolated and mRNA was extracted, reverse transcribed, and sequenced. Transcripts (represented by small lines in the figure) were mapped to known genes (blocks) in the genome and quantified for each cell

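In the adherent library, 21597 genes had at least 1 UMI in the 5764 called cells. The median adherent cell had UMIs of 3002 genes, with quartiles of 2415 and 3569 genes.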

A total of 21,597 genes were represented across all adherent cells, with a median gene expression of 3,002 genes detected per cell. Among all neurosphere cells we obtained 163,315,478 total sequenced reads (mean detection rate of 32,986 reads per cell) with 95.9% mapped to the mouse genome. A total of 22,555 genes were represented across all neurosphere cells, with median gene expression of 4,178 genes per cell. 

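In the neurosphere library, 22555 genes had at least 1 UMI in the 4951 called cells. The median neurosphere cell had UMIs of 4178 genes, with quartiles of 3210 and 5119 genes, and the ratio of the neurosphere to the adherent median was 1.39. Because neurosphere cells were sequenced more deeply, each called cell was also thinned to 5000 UMIs on all genes, which left out 922 adherent and 656 neurosphere cells. The medians were then 1829 genes in adherent cells and 2218 genes in neurosphere cells, a ratio of 1.21. The ratio moved most in an alternative chosen after seeing the data, in which the mitochondrial and ribosomal genes were removed from the kept cells before thinning. The medians were then 2236 and 2472 genes, a ratio of 1.11.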

The complete dataset is available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, with Accession # GSE277850. Quality control, data processing, and analyses were performed as described in the methods using the R-based Seurat scRNA-Seq analysis package. We began with quality control and data processing. Briefly, cells with low total gene expression were removed from the dataset. We also removed sequencing reads corresponding to mitochondrial or ribosomal genes, as these are disproportionately expressed in all cell types (Subramanian et al. 2022). Following this, 5,073 adherent cells and 4,300 neurosphere cells remained. 

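After gene removal and the cell filter, 5051 adherent cells remained, 87.6% of the called cells (95% interval 86.8% to 88.5%). Of the neurosphere cells, 4276 remained, 86.4% of the called cells (85.4% to 87.3%). The kept cells had a median of 8260 UMIs in adherent cells and 13198.5 UMIs in neurosphere cells on the genes left. Mitochondrial genes took a median of 48.8% of the UMIs in the removed adherent cells and 87.0% in the removed neurosphere cells. The number of adherent cells moved most with a limit of 2250 genes per cell in both libraries, which kept 4435 of them. The number of neurosphere cells moved most with a limit of 1250 genes per cell in both libraries, which kept 4409 of them.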

Gene expression levels were then log normalized so as to allow cell-to-cell comparisons. Our analysis began with the identification of the most highly variable genes expressed in adherent GL261 cells (relative to average expression). The top 50 most highly variable genes are depicted in a bubble plot which shows both order of magnitude of expression relative to the mean (color) and the prevalence of expression as a percentage of total cells in the adherent population (size of bubble) (Fig. 2A). For example, we observed that the genes Cryab, Sat1, and Ube2c were expressed at levels 2–3 orders of magnitude (100-1000X) greater than mean values, and their expression was detected in greater than 75% of cells. 

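In adherent cells, Cryab (ENSMUSG00000032060) was at 2976 CPM, with a UMI in 98.7% of the kept cells. Sat1 (ENSMUSG00000025283) was at 816 CPM with a UMI in 90.4% of cells, and Ube2c (ENSMUSG00000001403) was at 856 CPM with a UMI in 80.6% of cells. The mean over all genes with a UMI in adherent cells was 46.8 CPM, so that Cryab was 63.6 times, Sat1 17.4 times and Ube2c 18.3 times the mean gene. Against the median of the same genes, 3.35 CPM, an alternative chosen after seeing the data, Cryab was 889 times, Sat1 244 times and Ube2c 256 times as high.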

To address the question of whether gene expression is largely consistent across the adherent cell population or whether adherent cells are heterogeneous in their expression profiles, we visualized cell-by-cell gene expression patterns using UMAP clustering (Fig. 2B). Briefly, UMAP analysis begins with the assumption that genes and the magnitude of their expression constitute a multi-dimensional dataset. PCA-based dimensionality reduction was performed on the most highly variable genes, which results in the identification of a smaller subset of genes (principal components) that most contribute to the variance in the dataset. Lastly, UMAP projects cells into a two-dimensional space based on their principal component values, while a shared nearest neighbor graph is used independently to define clusters of cells with similar expression profiles. Our UMAP plot shows 9 Seurat-identified clusters (subpopulations of adherent cells). 

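Clustering of the kept adherent cells in Seurat, on the first 17 PCs at a resolution of 1.0, gave 10 clusters. At a resolution of 0.8, or with only the cells under 10% mitochondrial UMIs, there were 9 clusters. The highest number, 11 clusters, came from leaving out the cells over the library's 95th percentile of UMIs, an alternative chosen after seeing the data.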

Following UMAP visualization, we further investigated the gene expression characteristics unique to each cluster. We identified the top 10 most highly-expressed genes in each cluster and visualized with a dot plot. If each cluster was entirely unique in gene expression, 90 genes would be shown. 

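The 10 genes with the highest mean log normalized expression in each adherent cluster made up 22 unique genes. Eef1a1 and Lgals1 were among them in all 10 adherent clusters, and Ppia, Nme2 and Fau in 9 of them. The number moved most with only the cells under 10% mitochondrial UMIs, to 14 unique genes.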

Our dot plot shows 19 unique genes, indicating overlap between the top 10 highly-expressed genes in each cluster (Fig. 2C). As in 2A, dot size represents the percentage of cells expressing the gene, and dot color represents log-normalized expression. Finally, we constructed a heat map of the genes that are characteristic of each cluster; that is, genes that have the highest differential expression (yellow blocks) in each cluster relative to other clusters (Fig. 2D). Color indicates z-scored log-normalized expression.

**Fig. 2:**
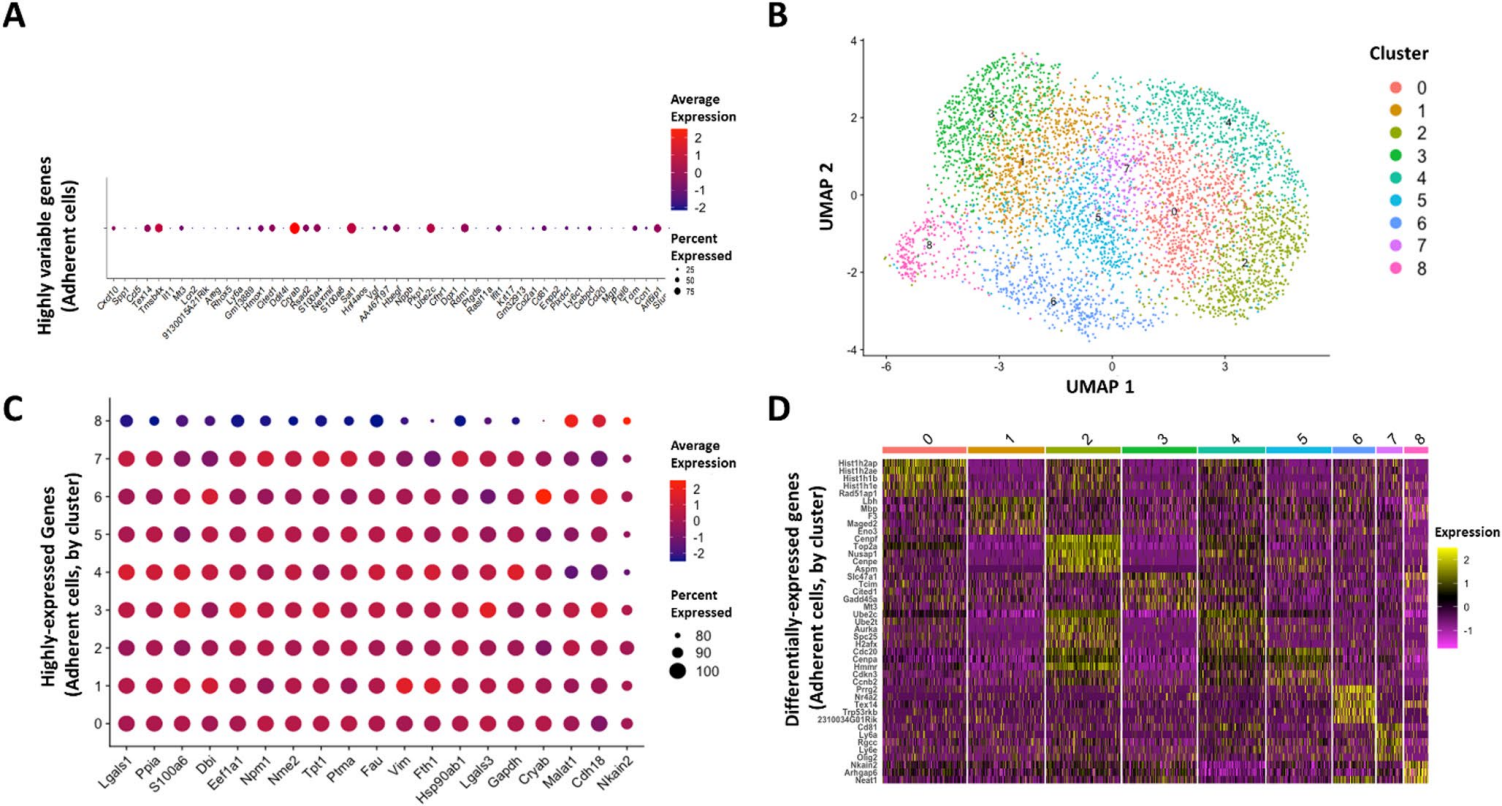
Adherent cell gene expression analysis, UMAP clustering and visualization. (A) Top 50 most highly variable genes expressed in adherent GL261 cells, ordered from left to right. Expression levels were log normalized within each cell to the total transcript count. Dot color represents the average log normalized expression across all adherent cells, and dot size represents the percentage of cells that express the gene. (B) UMAP cluster plot of adherent cells. Dots represent individual cells, and cells in close proximity share similar gene expression profiles. Dot colors represent unique clusters. (C) Genes observed to have the highest average (log normalized) expression in each cluster. (D) Heat map showing the top differentially expressed genes in each cluster relative to other clusters. Yellow blocks indicate higher differential expression

Following these investigations of gene expression in adherent cells, we repeated the same analyses in neurosphere cells (Fig. 3). Notably, the top 50 most variable genes in the neurosphere cells are largely distinct from the adherent cells, with only 14 in common between the two phenotypes (Cxcl10, Spp1, Tex14, Mt3, Lcn2, Gm13889, Cited1, Cryab, Rsad2, Ccl2, Enpp2, Ifit1, Col2a1, Ccl20) (Fig. 3A). 

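Ranked by standardized variance (Seurat's vst method), the top 50 genes of the adherent and neurosphere cells had 13 genes in common. These were Cxcl10, Spp1, Tex14, Mt3, Lcn2, Gm13889, Cited1, Cryab, Rsad2, Ifit1, Col2a1, Enpp2 and Ccl20. Ccl2 ranked 5 in neurosphere cells and 51 in adherent cells. For scale, the cells of one library were divided at random into equal parts 10 times, a comparison chosen after seeing the data. The top 50 genes of the parts then had 35 to 39 genes in common in adherent cells and 37 to 40 in neurosphere cells. The number in common between the libraries moved most with Seurat's mean.var.plot dispersion in place of vst, to 7 genes. Among the genes the paper lists as shared, the log2 fold change was lowest for Mt3, at -3.91, and highest for Ccl2, at 4.64.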

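The kept neurosphere cells gave 10 clusters on the first 18 PCs. The fewest, 8 clusters, came from the lower resolution, and the most, 11 clusters, from filtering cells before genes were removed, a setting added after seeing the data.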

UMAP clustering was again used to visualize subpopulations of neurosphere cells with broadly similar gene expression profiles, and 11 clusters were identified (Fig. 3B). The top 10 highly-expressed genes expressed in each cluster were visualized as a bubble plot (Fig. 3C). If each cluster was entirely unique in gene expression, 110 genes would be identified. Our dot plot shows 24 unique genes, indicating overlap between the top 10 highly-expressed genes in each cluster. 

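Across the 10 neurosphere clusters, the 10 genes with the highest mean expression made up 22 unique genes. Eef1a1, Ppia, Tpt1, Ptma and Actb were among them in all 10 neurosphere clusters. With only the cells under 10% mitochondrial UMIs, there were 19 unique genes.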

In total, 11 genes (of 32 total) were highly expressed in at least one cluster of adherent or neurosphere cells: Lgals1, Ppia, Dbi, Eef1a1, Npm1, Tpt1, Ptma, Hsp90ab1, and Malat1, Cdh18, and Nkain2. 

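Of the 32 unique genes over both libraries, 12 were among the highest in at least 1 adherent and at least 1 neurosphere cluster. These were Lgals1, Ppia, Eef1a1, Npm1, Dbi, Tpt1, Ptma, Hsp90ab1, Malat1, AI506816, Cdh18 and Col11a1, while Nkain2 was among the highest in 1 adherent cluster and in no neurosphere cluster. Malat1, AI506816, Cdh18 and Col11a1 were each among the highest in 1 adherent cluster. The smallest adherent cluster, of 48 cells, had a median of 12.3% mitochondrial UMIs. The number of shared genes moved most with only cells under 10% mitochondrial UMIs, where 8 of 25 genes were shared. Over all cells, Lgals1 was lower in neurosphere cells by a log2 fold change of -1.95 and Nkain2 higher by 1.67. Dbi, at -0.92, and Eef1a1, at 0.66, bounded the other genes that the paper lists.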

As in 3A, dot size represents the percentage of cells expressing the gene, and dot color represents log-normalized expression. We constructed a heat map of the neurosphere genes that are characteristic of each cluster; that is, genes that have the highest differential expression (yellow blocks) in each cluster relative to other clusters (Fig. 3D). Color indicates z-scored log-normalized expression.

**Fig. 3:**
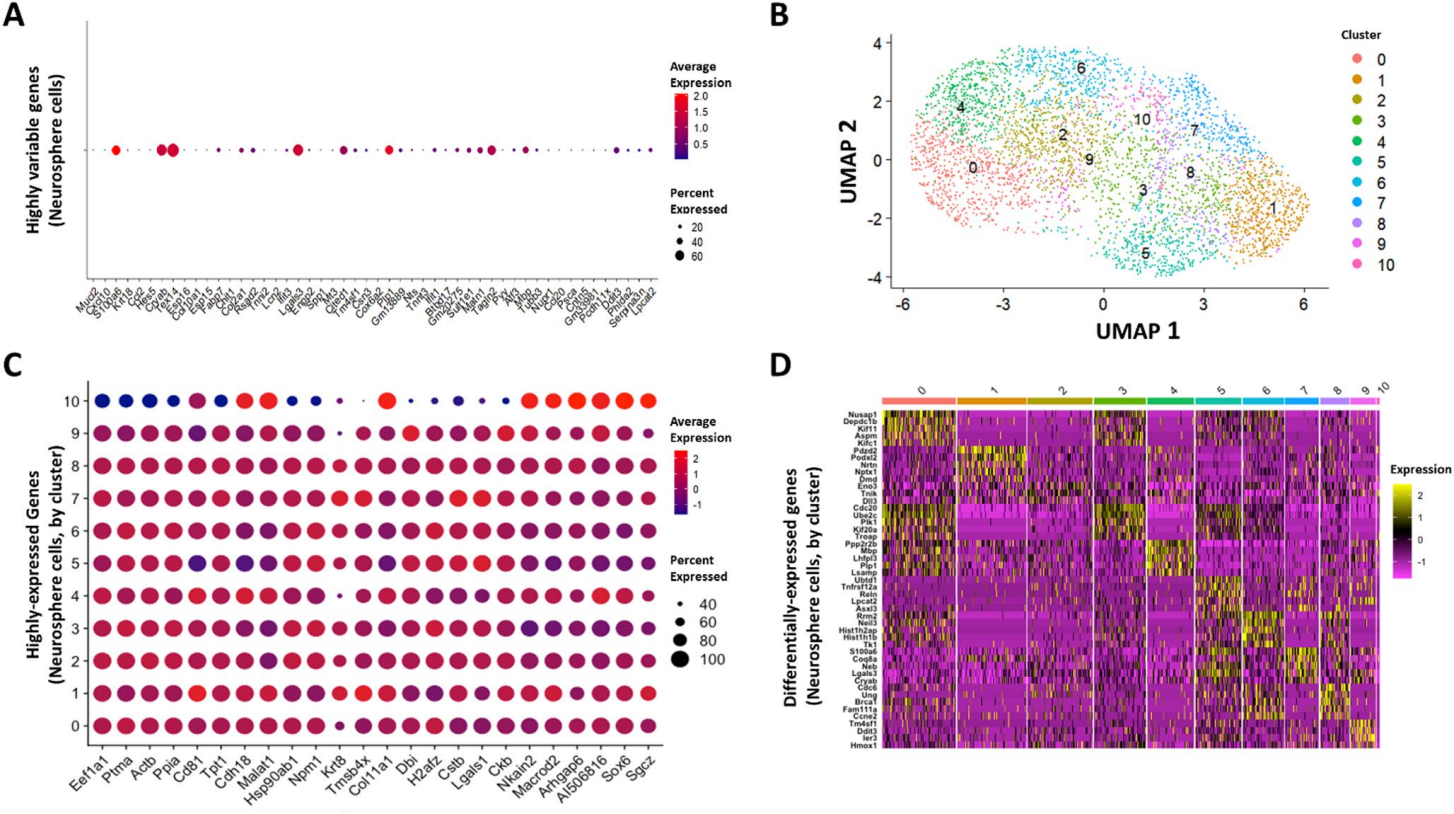
Neurosphere cell gene expression analysis, UMAP clustering and visualization. (A) Top 50 most highly variable genes expressed in neurosphere GL261 cells, ordered from left to right. Expression levels were log normalized within each cell to the total transcript count. Dot color represents the average log normalized expression across all neurosphere cells, and dot size represents the percentage of cells that express the gene. (B) UMAP cluster plot of neurosphere cells. Dots represent individual cells, and cells in close proximity share similar gene expression profiles. Dot colors represent unique clusters. (C) Genes observed to have the highest average (log normalized) expression in each cluster. (D) Heat map showing the top differentially expressed genes in each cluster relative to other clusters. Yellow blocks indicate higher differential expression

Next, we sought to visualize subpopulations (clusters) of GL261 cells after integrating the adherent and neurosphere datasets to determine the extent to which gene expression profiles of subpopulations of cells varied with phenotype (Fig. 4). After correcting for batch effects, we created UMAP cluster plots that displayed both datasets together on one projection (Fig. 4A) and extracted by phenotype (Fig. 4B). 

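The spread of each library in the integrated dataset was measured as the mean squared distance of its cells to their own centroid over the first 18 PCs. It was 174.0 for adherent cells and 222.3 for neurosphere cells, a ratio of 1.28. Among the 30 nearest neighbours of a cell, 83.2% were adherent for adherent cells and 84.0% were neurosphere cells for neurosphere cells. The ratio moved most without integration, to 2.82, and was 2.49 when each cell was thinned to 5000 UMIs before that merge.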

We observed that neurosphere cells were not as uniformly concentrated in their associations with each other as adherent cells. One example of this is that neurosphere cells in cluster 7 were observed in close proximity to many cells in other clusters, indicating heterogeneity in gene expression not present in the same adherent cell cluster. To determine whether the induction of the neurosphere phenotype corresponded to over-representation of cells in one or more clusters, we calculated the percentage of cells in each cluster for each phenotype and represented this with a stacked bar chart (Fig. 4C). 

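CCA-based integration with the adherent cells as the reference gave 13 clusters. A cluster held mostly by 1 library may stand for that library and not for a subpopulation. Adherent cells made up 63.5% to 86.4% of the cells in 8 clusters and 0.221% to 1.90% in the other 5 clusters. With both libraries weighted equally, the adherent share in those 8 clusters was 59.6% to 84.4%. Without integration, the merged libraries also gave 13 clusters, each with at least 95% of its cells from 1 library.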

We found that adherent cells and neurosphere cells were both represented in approximately the same proportions in clusters 0–8 (proportions of adherent cells in each of these clusters ranged from 0.45 to 0.60). However, two clusters in the integrated dataset (clusters 9 and 10) were composed solely of neurosphere cells (230 cells in cluster 9 and 24 cells in cluster 10). 

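No cluster of the integrated dataset was without adherent cells. The 5 clusters with the lowest adherent shares held 3046 neurosphere cells, 71.2% of the kept neurosphere cells. At a resolution of 0.8 there were 12 integrated clusters, of which 5 had an adherent share of at most 1.92%. With the cell filter before gene removal, an alternative chosen after seeing the data, 4 of 12 clusters had an adherent share of at most 1.03% and the next lowest share was 8.97%.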

Note that cluster 10 contains so few cells as to not be visible in the figure. To better understand the unique gene expression of each cluster, a heatmap was constructed of this integrated dataset (Fig. 4D). As in the previous heat maps, genes shown are those that have the highest differential expression (yellow blocks) in each cluster relative to other clusters. Color indicates z-scored log-normalized expression. We also examined different expression of genes without respect to clusters, and generated a list of the overall top upregulated genes among neurosphere cells. The top 50 most upregulated genes across all neurosphere cells are shown plotted by cluster on a bubble plot, where dot size represents the percentage of cells expressing the gene, and dot color represents log-normalized expression (Fig. 4E). 

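The genes with the largest increase in neurosphere cells were ranked by the log2 ratio of CPM with 1 CPM added to both, among genes with at least 100 UMIs. Krt8 rose from 3.93 to 3025 CPM (log2 fold change 9.59, 95% interval 9.38 to 9.81), with a UMI in 2.69% of adherent and 75.3% of neurosphere cells. Wnt6, Ptgds and Dll3 followed, with log2 fold changes of 9.05, 7.44 and 8.33. Matn1 had 0 UMIs in adherent cells and 7603 in neurosphere cells, which makes it at least 1806-fold higher at a floor of 3 counts. The largest decreases were those of S100a4, Ly6a, Klk8, Vgf and Plscr2, with log2 fold changes of -6.61, -7.09, -6.09, -5.82 and -5.21. After thinning to 5000 UMIs, a UMI of Krt8 was found in 1.66% of adherent and 65.5% of neurosphere cells.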

One of the primary goals of this study is to understand the underlying reasons why neurospheres more readily form tumors as compared to adherent cells. To interpret the functional significance of differentially expressed genes, we performed a gene ontology (GO) term enrichment analysis using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) database. 

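By Seurat's formula for the average log2 fold change, 3111 genes were over 2-fold higher in neurosphere cells and 1552 were over 2-fold lower. These are counts by size alone, among 14026 genes detected in at least 1% of the cells of either library. Drawing both libraries from one profile at their real depths gave 64 genes over 2-fold higher among 13964. The count moved most when all 23649 genes with a UMI were taken, to 5893 genes, and among the 9679 genes detected in at least 10% of cells it was 1899. The median log2 fold change of 14595 genes with at least 50 UMIs was 0.32. TMM scaling moved this median by -0.22, to 0.10, and keeping mitochondrial and ribosomal genes in the total moved it by 0.22, to 0.54. The split of the 2-fold counts, examined after seeing the data, moved with them. It was 2325 higher and 1899 lower with TMM scaling. With mitochondrial and ribosomal genes kept in the total, it was 4255 higher and 1228 lower.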

When compared to adherent cells, neurosphere cells contained 1664 genes upregulated at least 2-fold over the mean log-normalized expression level in each cell. Of these, PANTHER mapped 745 genes to 107 pathways represented by 1–32 genes each. Figure 4F depicts pathways represented by more than 12 genes per pathway. These results show that the neurosphere phenotype is associated with known pathways including second-messenger signaling (Wnt, gonadotropin-releasing hormone receptor, EGF, FGF, PDGF, Ras), cell adhesion (integrin, cadherin), and angiogenesis. 

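Gene lists were made under the names of 7 of these pathways, without PANTHER's gene sets, and none for the gonadotropin-releasing hormone receptor or Ras. The median log2 fold change of each list was set against 10000 random lists of the same size matched on mean expression. This is a description of these libraries. The 18 measured cadherins had a median log2 fold change of 1.47, above all random lists, with 10 genes over 2-fold higher and 3 over 2-fold lower. The 27 measured Wnt pathway genes had a median of 0.88, at percentile 99.4, with 12 genes over 2-fold higher and 5 lower, and the median was 0.89 with Wnt2b, which had no UMI in adherent cells, at its lower bound. The 23 integrin subunits had a median of -1.38, below all random lists, with 4 genes over 2-fold higher and 13 lower. Lists of ligands and receptors had medians of -0.59 for FGF (11 genes, percentile 4.68), -2.12 for PDGF (3 genes, percentile 0.82) and -0.24 for EGF (11 genes, percentile 7.73). The angiogenesis list, also of ligands and receptors, had a median of -0.18 (14 genes, percentile 4.61). This median turned to 0.043 when mitochondrial and ribosomal genes were kept in the total. The other 6 medians kept their direction under that scaling and under TMM scaling. Relative to the median of all genes, cadherins and Wnt pathway genes lay above it and the other 5 lists below it. Of these 7 medians, that of the cadherins moved most, to 0.89 with the trend on gene length removed. That fit also brought the median of all genes from 0.32 to 0.013. From the pathways that PANTHER assigned to the upregulated genes, the paper reasons that the neurosphere phenotype is associated with signaling, cell adhesion and angiogenesis. The medians of these lists do not test how many genes of PANTHER's pathways rose.

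**Figure D1:**
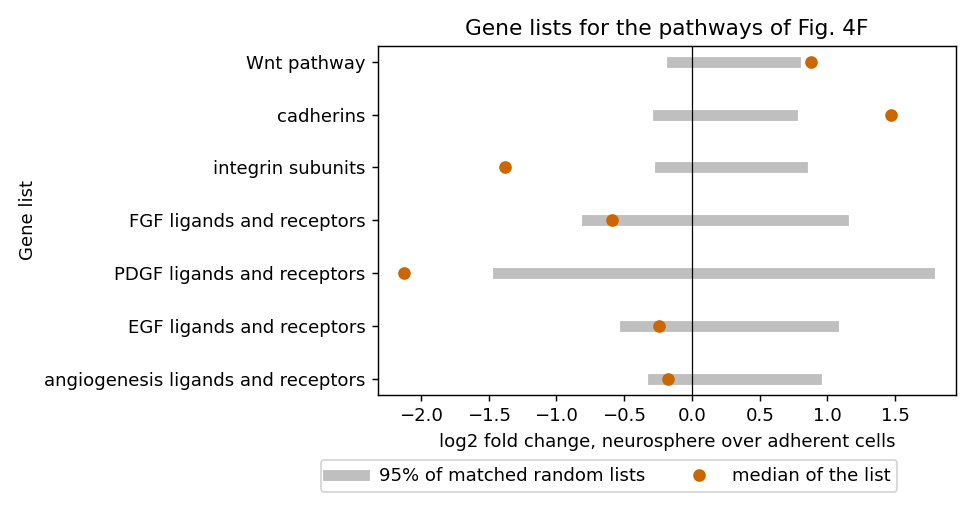
Median log2 fold change (neurosphere over adherent cells) of gene lists named after pathways of Fig. 4F, as points. Grey bars are the range of 95% of matched random lists. The lists are not PANTHER's gene sets. No list was made for the gonadotropin-releasing hormone receptor or Ras. Cadherins (1.47) and Wnt pathway genes (0.88) lie to the right of their bars, and integrin subunits (-1.38) and PDGF genes (-2.12) to the left, while the angiogenesis list (-0.18) turns positive (0.043) with mitochondrial and ribosomal genes kept in the total.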

Top differentially-expressed genes in each cluster were also investigated using PANTHER to perform GO term enrichment analyses; the same top pathways emerged when analyses were performed by cluster as for the entire dataset (data not shown).

We next tested the hypothesis that specific genes known to be involved in glioblastoma tumor formation are upregulated in the neurosphere phenotype. Matrix metalloproteinase (MMP) gene expression was visualized using a bubble plot (Fig. 5A). We found that in neurosphere cells, MMP15 and MMP16 were upregulated and each expressed in more than 50% of cells. This expression was also visualized in a cell-specific manner using a heat map overlaid on a UMAP plot (Fig. 5B). 

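Mmp15 (ENSMUSG00000031790) lies on chromosome 8 from 95352268 to 95375080 and rose from 18.7 CPM in adherent cells to 127.0 CPM in neurosphere cells (log2 fold change 2.76, 95% interval 2.66 to 2.87). A UMI of Mmp15 was found in 14.9% of adherent and 74.2% of neurosphere cells, and in 8.49% and 45.0% of the thinned cells. Mmp16 (ENSMUSG00000028226) lies on chromosome 4 from 17852893 to 18119145 and rose from 63.1 to 459.6 CPM (log2 fold change 2.86, 2.81 to 2.92). Its UMIs were found in 37.1% of adherent and 93.9% of neurosphere cells, and in 24.3% and 79.9% of the thinned cells. The log2 fold change of Mmp16 moved most with the trend on gene length removed, to 2.28. Part of this move is the overall level, since the fit brought the median of all genes from 0.32 to 0.013.

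**Figure D2:**
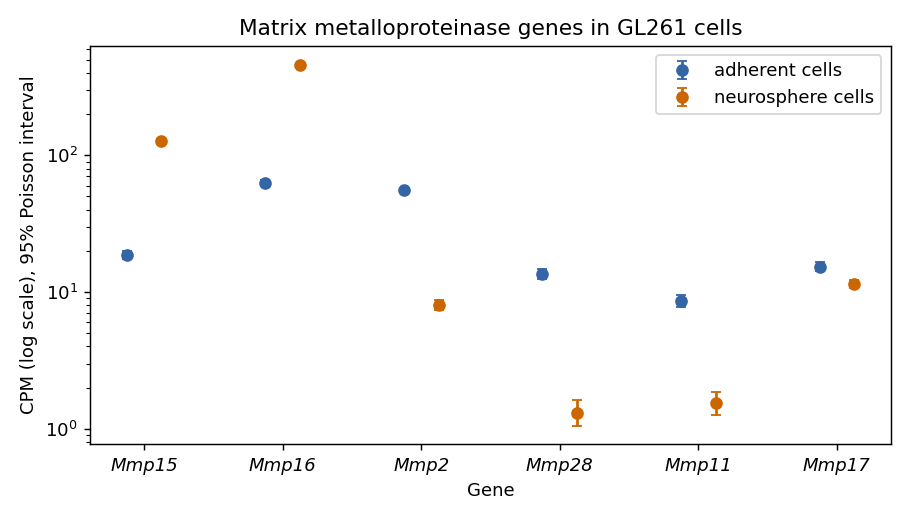
CPM of matrix metalloproteinase genes on a log scale in adherent cells (blue) and neurosphere cells (orange), each 1 library, with 95% Poisson intervals that cover counting error only. Mmp15 and Mmp16 are higher in neurosphere cells, at 127.0 and 459.6 CPM, and the other genes drawn are higher in adherent cells.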

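Mmp2 (ENSMUSG00000031740) fell from 55.9 CPM in adherent cells to 8.07 CPM in neurosphere cells, a log2 fold change of -2.79 (95% interval -2.93 to -2.66). A UMI of Mmp2 was found in 37.2% of adherent and 9.21% of neurosphere cells, and in 23.9% and 3.98% of the thinned cells. Mmp28 (ENSMUSG00000020682) fell from 13.5 to 1.31 CPM, a log2 fold change of -3.37 (-3.72 to -3.04), with a UMI in 11.1% of adherent and 1.73% of neurosphere cells and in 6.23% and 0.667% of the thinned cells. Mmp11, Mmp19 and Mmp17 were also lower in neurosphere cells, with log2 fold changes of -2.47, -2.38 and -0.41.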

MMP2 and MMP28, which show no differences in expression between phenotypes, are visualized for visual comparison. Similarly, we visualized purinergic receptor expression, including the P2X and P2Y ATP receptors, using a bubble plot (Fig. 6A). 

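P2rx7 was at 12.5 CPM in adherent cells and 7.98 CPM in neurosphere cells, a log2 fold change of -0.65 (95% interval -0.83 to -0.48). A UMI of P2rx7 was found in 10.5% of adherent and 10.6% of neurosphere cells, and in 5.49% and 4.34% of the thinned cells. P2rx4 (ENSMUSG00000029470), which lies on chromosome 5 from 122707544 to 122729738, was at 28.9 CPM in adherent and 31.5 CPM in neurosphere cells, a log2 fold change of 0.13 (0.03 to 0.23). A UMI of P2rx4 was found in 21.7% of adherent and 35.4% of neurosphere cells, and in 13.6% and 16.1% of the thinned cells. With TMM scaling, the log2 fold change of P2rx4 changed sign, to -0.090. It was -0.16 with the trend on gene length removed and -0.096 with the trend on GC content removed, the last chosen after seeing the data. Both fits also took out the overall level, bringing the median of all genes from 0.32 to 0.013 and 0.0079. The fitted trend at P2rx4 was 0.29 for length and 0.22 for GC content, both below 0.32. Its sign changes under these fits therefore come from the overall level and not from length or GC content. The log2 fold change of P2rx7 moved most with the trend on gene length removed, to -1.02, with a fitted trend of 0.37.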

We found that in neurosphere cells, P2RX7 was upregulated relative to adherent cells, while P2RX4 was downregulated. 

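P2ry1 (ENSMUSG00000027765) rose from 1.06 CPM in adherent cells to 20.9 CPM in neurosphere cells, a log2 fold change of 4.30 (95% interval 3.89 to 4.75). A UMI of P2ry1 was found in 0.95% of adherent and 22.9% of neurosphere cells, and in 0.493% and 10.5% of the thinned cells. P2ry10 (ENSMUSG00000050921) rose from 16.7 to 44.7 CPM, a log2 fold change of 1.42 (1.30 to 1.54), with a UMI in 13.7% of adherent and 45.3% of neurosphere cells and in 8.09% and 20.4% of the thinned cells.

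**Figure D3:**
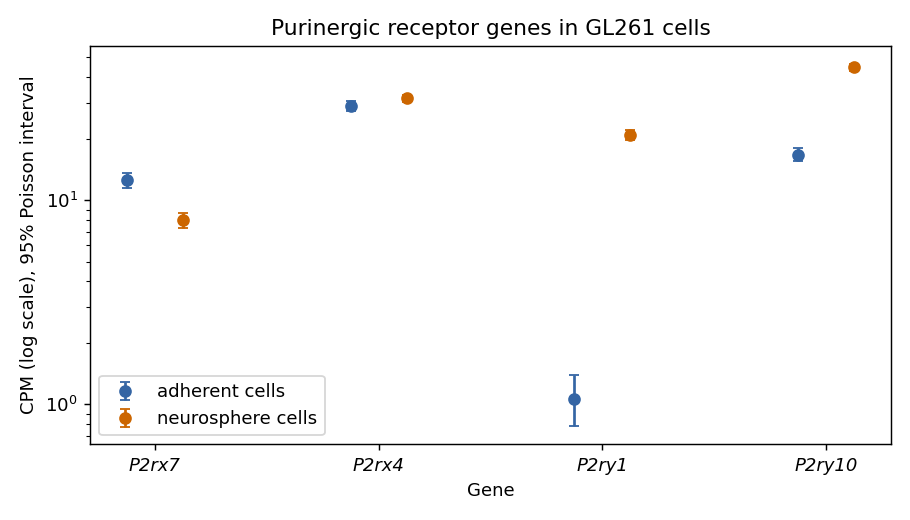
CPM of purinergic receptor genes on a log scale in adherent cells (blue) and neurosphere cells (orange), each 1 library, with 95% Poisson intervals that cover counting error only. P2ry1 and P2ry10 are higher in neurosphere cells, at 20.9 and 44.7 CPM, P2rx7 is lower, and P2rx4, at 28.9 and 31.5 CPM, changes its order under TMM scaling.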

P2YR1 and 2YR10 gene expression was detected in adherent cells, but downregulated in the neurosphere phenotype. Cell-specific expression was again visualized with a heat map overlaid on UMAP plots for each gene (Fig. 6B).

Lastly, we sought to establish whether transcript expression data for the ionotropic ATP receptor P2RX7 corresponded to functional protein expression in GL261 cells. To test this we used live cell calcium imaging (calcium microfluorimetry) to observe intracellular calcium responses to BzATP, a P2RX7-specific agonist (Fig. 7). Pseudocolored images show an intracellular rise immediately following BzATP treatment, indicating that the channel was expressed and functional (Fig. 7A and B). We found that 20.8% of cells responded to treatments of 500 µM (*n* = 7), corresponding approximately to the percentage of cells identified using scRNA-Seq that express P2RX7 (Fig. 6). In mice, five isoforms of P2RX7 are known to be expressed in mouse tissue (isoforms A, B, C, D, and E). To determine which of these, if any is expressed and functional in GL261 cells, we isolated total cellular mRNA, reversed transcribed to cDNA, and used PCR to amplify transcripts that correspond to P2RX7 isoform consensus coding sequences (CCDS). Figure 4C shows all genomic exons and expressed exons that code for known P2RX7 isoforms. Using PCR with primer pairs specific for each CCDS, we found evidence of P2RX7 RNA transcripts that correspond to P2RX7 isoforms C and D. PCR products identified by gel electrophoresis were identified that matched expected values of 1282 bp and 403 bp, respectively (Fig. 7D and E). Following DNA gel electrophoresis, PCR products were sequenced to confirm isoform identity (data not shown). Expression of isoforms A, B and E was not detected.

**Fig. 4:**
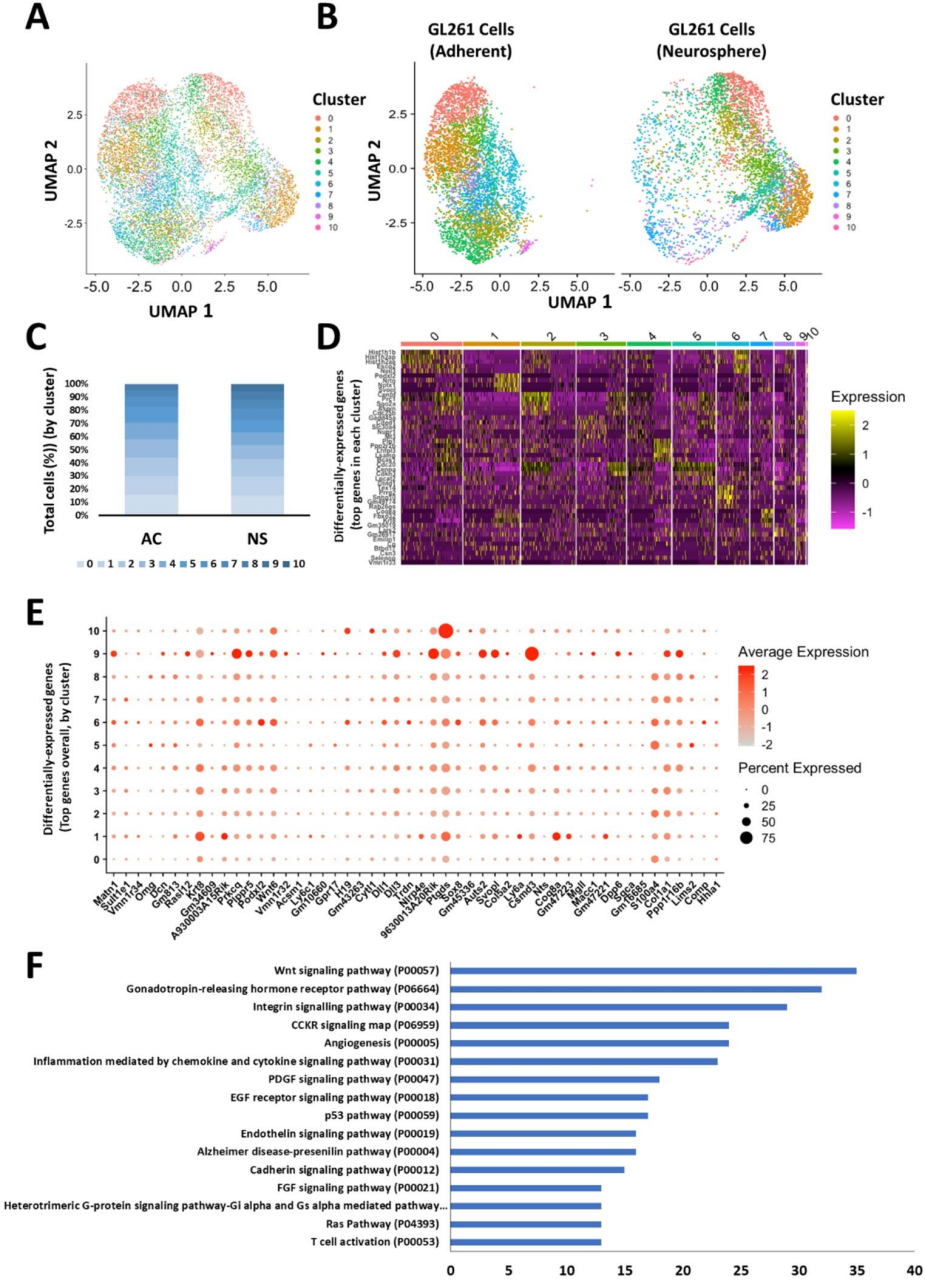
Visualizing gene expression difference in adherent and neurosphere GL261 cells. (A) UMAP cluster plot of integrated adherent and neurosphere GL261 cell scRNA-Seq datasets. Dots represent individual cells, and cells in close proximity share similar gene expression profiles. Dot colors represent unique clusters. (B) Identical data as presented in A, but with cells separated by phenotype. (C) Stacked bar chart showing the percentage of total cells in each cluster for the adherent and neurosphere phenotypes. (D) Heat map showing the top differentially expressed genes in each cluster relative to other clusters. Yellow blocks indicate higher differential expression. (E) Genes with the greatest differential expression between the adherent and neurosphere phenotypes, shown for each cluster. (F) Gene ontology expression analysis of upregulated genes in the neurosphere phenotype compared to the adherent cell phenotype. The indicated pathways are represented by least 12 upregulated genes

**Fig. 5:**
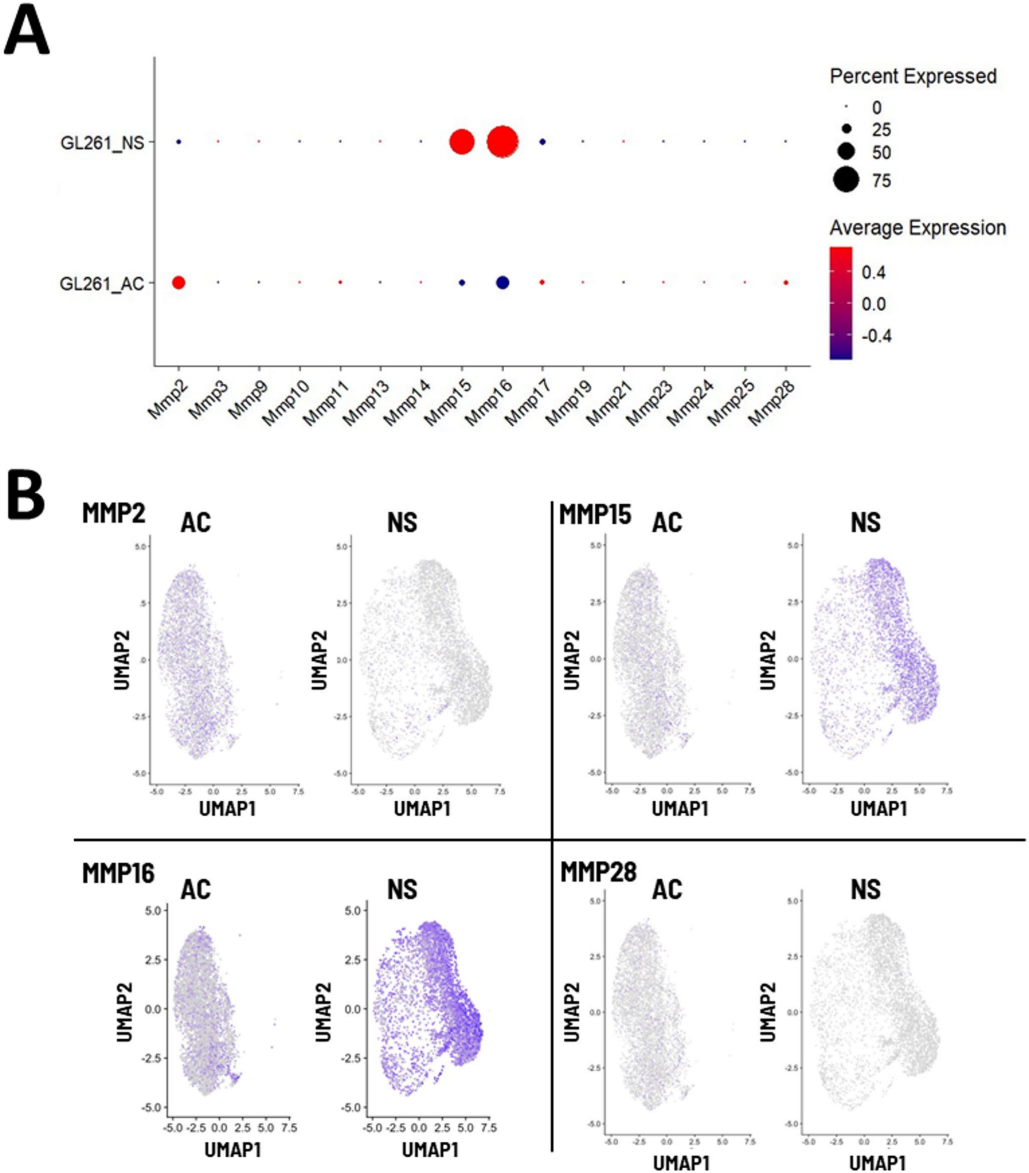
Visualizing gene expression of matrix metalloproteinases (MMPs) in GL261 cells. (A) Bubble plot showing overall gene expression of MMP in adherent or neurosphere GL261 cells. Dot color represents the average log-normalized expression across all cells in each category, and dot size represents the percentage of cells that express the gene. (B) UMAP plots showing cell-specific expression of indicated MMP genes (indicated by blue)

**Fig. 6:**
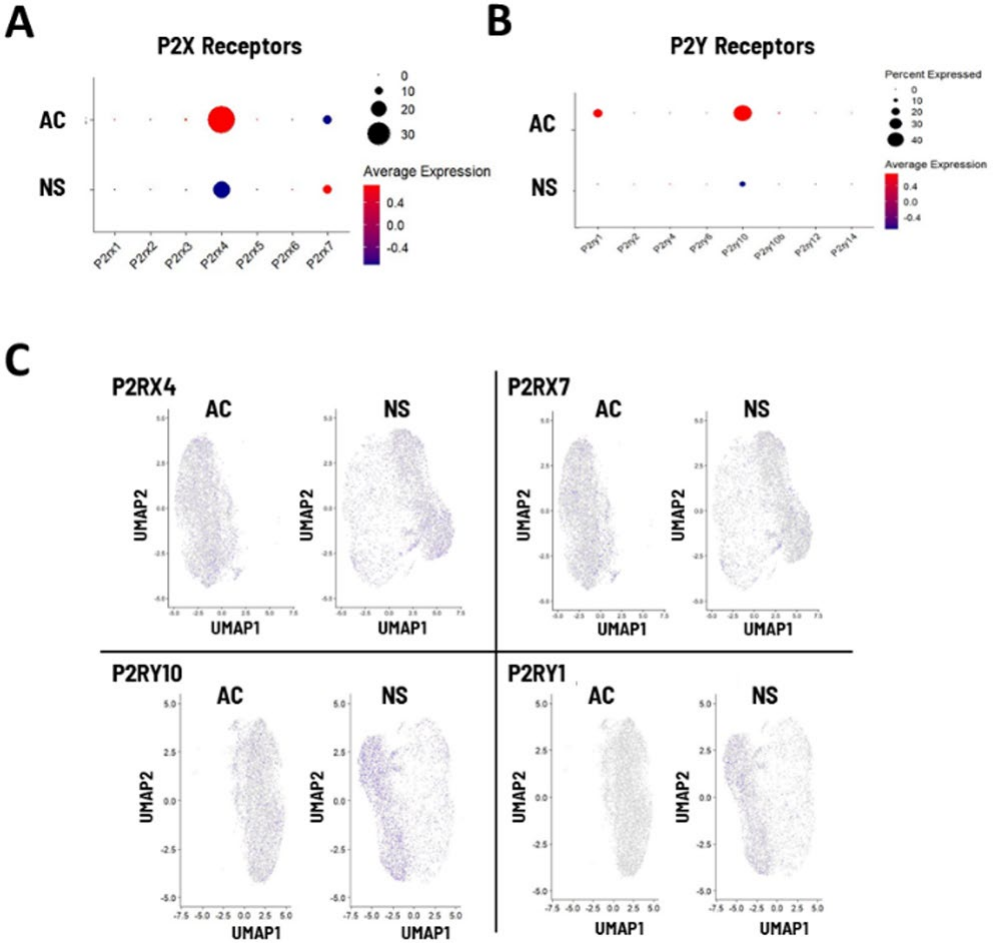
Visualizing gene expression of purinergic P2X and P2Y receptors in GL261 cells. (A) Bubble plot showing overall gene expression of P2X receptors in adherent or neurosphere GL261 cells. Dot color represents the average log-normalized expression across all cells in each category, and dot size represents the percentage of cells that express the gene. (B) Bubble plot showing overall gene expression of P2Y receptors in adherent or neurosphere GL261 cells. (C) UMAP plots showing cell-specific expression of indicated P2X and P2Y genes (indicated by blue)

**Fig. 7:**
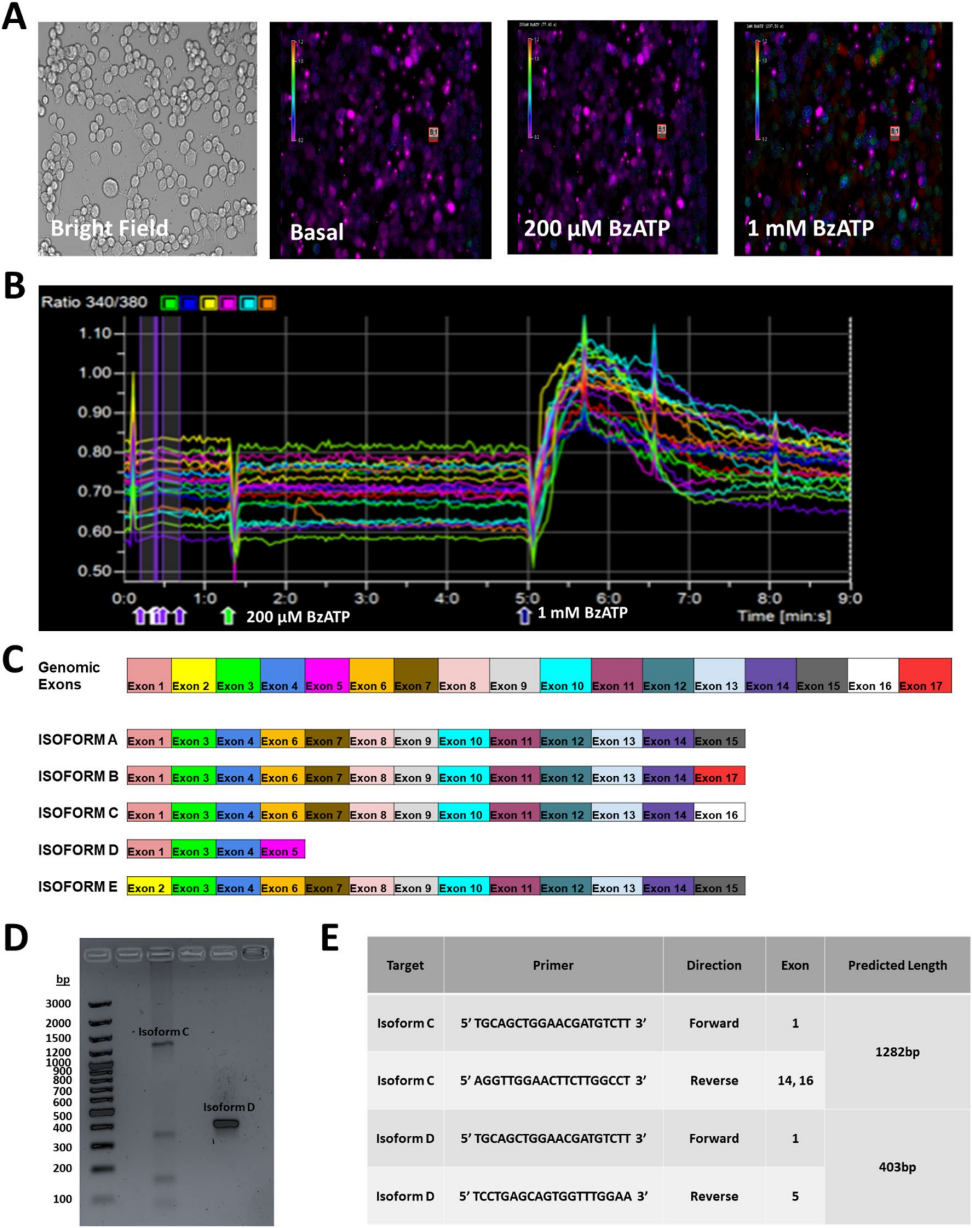
Calcium imaging of functional ATP responses in GL261 cells. (A) Bright field image of adherent GL261 cells at 200X magnification (left), followed by pseudocolored images representing cellular responses under basal conditions and after exposure to BzATP at the indicated concentrations. Warm colors represent increased intracellular calcium levels. (B) Graph illustrating representative traces of intracellular calcium response of 20 cells. Arrows on the x-axis indicate the time of BzATP application. (C) Chart showing order of all exons in genomic P2RX7 (top) followed by exons expressed in P2RX7 mRNA isoforms C and D. (D) DNA gel electrophoresis of PCR products obtained from primer combinations specific for isoforms C and D. (E) Primer sequences along with their target exons and predicted PCR product lengths.

## Discussion

This study characterized cell-specific gene expression in both adherent and neurosphere GL261 cells, a commonly used model system for studying glioblastoma tumor drug responses, motility, and immune interactions. We found that the most highly expressed genes in adherent and neurosphere cells were mostly different, with only 14 of the top 50 genes common to both phenotypes (Figs. 2 and 3). We also found that the sets of top differentially expressed genes in each UMAP cluster were mostly unique in adherent vs. neurosphere cells. 

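For each separate cluster, the 5 genes with the largest log2 fold change against the other clusters of the same library were taken. They were picked among genes that passed Seurat's marker search, with its limits on detection and fold change and its test across cells. That test takes cells as replicates and served only as a screen. The genes taken were 50 different ones over the adherent clusters and 50 over the neurosphere clusters, of which 5 were in both sets.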

Following data integration, we found that neurosphere cells contained a wider degree of transcriptional variation, as seen in the UMAP clusters in Fig. 4A and B. This finding is also supported by the straightforward initial scRNA-Seq characterization of transcript quantities prior to data analysis—more unique transcripts were detected in neurosphere cells (4178) than adherent cells (3002). UMAP clusters for both adherent and neurosphere cells were composed of approximately the same numbers of cells, suggesting that cells remain transcriptionally heterogenous and evenly dispersed into clusters in both the adherent and neurosphere phenotypes, rather than the alternative of observing cells primarily consolidated into fewer clusters (Fig. 4C).

A notable finding of our study was that GO term enrichment analysis of the top differentially expressed genes between neurosphere and adherent cells showed that neurosphere-specific upregulated genes were associated with pathways known to be important in tumorigenesis, including angiogenesis, cell attachment, and second messenger signaling pathways (Fig. 4F). These findings support our initial hypothesis that the neurosphere phenotype more closely approximates the tumor phenotype than adherent cells.

Following our studies of broad patterns of gene expression, we investigated gene expression specifically in families of matrix metalloproteases (MMPs) and purinergic receptors (P2RX and P2RY). We found that gene expression of MMP15 and MMP16 were upregulated in neurosphere cells, and the number of cells expressing MMP15 and MMP16 greatly increased (Fig. 5). Increased expression of MMP-family proteins is found in GBM tumors and associated with worse prognoses (Pullen et al. 2018; Marino et al. 2023; Han et al. 2021; Aitchison et al. 2025; Thome et al. 2020). Expression of MMP15 and MMP16 may contribute to the neurosphere cells’ ability to establish a tumor when engrafted into mice.

We also carried out more detailed analyses of purinergic receptors, as P2RX7 is considered a drug target for GBM. Previous studies from our lab have examined functional responses of GL261 cells (both adherent and neurosphere) to ATP, and have found that slightly fewer cells respond to ATP in the neurosphere phenotype (Strong et al. 2018; Strong and Daniels 2017). This study extends our previous work by examining the relative expression of specific ATP receptors and receptor subtypes. For example, we found that while adherent GL261 cells express a variety of receptors (especially P2RX4, P2RX7, P2RY1 and P2RY10), only P2RX7 was upregulated in neurosphere cells. An interesting related finding is that while the percentage of cells expressing P2RX7 remained similar, the percentage of cells expressing P2RX4, P2RY1 and P2RY10 decreased (Fig. 6). This aligns with previous work from our lab, which showed that fewer cells respond to ATP in neurosphere cells than adherent cells (Strong and Daniels 2017). We note a relevant caveat here regarding scRNA-Seq; it is not a method that is optimized for detecting transcripts present in very low quantities (Chen et al. 2019). Our findings do not rule out the expression of other channels in GL261 cells at low levels, and in fact other studies indicate GL261 adherent cells express other P2RX and P2RY transcripts as detected by PCR (Tamajusuku et al. 2010). 

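The UMIs of 15 P2rx and P2ry genes, taken by family name, were added up to see what part P2rx7 took of them. Whether each of these receptors responds to ATP was not examined, so the shares are of the gene family and not of ATP signaling. In adherent cells, 580 of 2972 receptor UMIs were of P2rx7, a share of 19.5% (95% interval 18.1% to 21.0%). In neurosphere cells, 518 of 7257 receptor UMIs were of P2rx7, a share of 7.14% (6.56% to 7.75%). In neurosphere cells, P2ry10 took 40.03%, P2rx4 28.2% and P2ry1 18.7% of the receptor UMIs. In adherent cells, P2ry10 took 26.0%, P2rx4 45.0% and P2ry1 1.65%, so that the share of P2rx4 was also lower in neurosphere cells. The adherent share of P2rx7 moved most with cells thinned to 5000 UMIs, to 17.8%.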

Still, our results show that P2RX7 is a more significant part of ATP signaling in neurosphere cells compared to adherent cells.

We further investigated the role of P2RX7 using calcium imaging and pharmacological activation of the channel to screen for functional protein expression. We found that functional responses to BzATP (20.8% of cells, Fig. 7) approximately corresponded to scRNA-Seq-determined gene expression, which show P2RX7 transcripts expressed in 10–20% of cells (Fig. 6). Further investigation using RT-PCR showed that only P2RX7 isoforms C and D are expressed, indicating that these (alone or in combination) are likely responsible for detecting ATP. It is important to note that these isoforms have large structural differences, with isoform D transcripts containing only 4 exons, making it about one-third of the total length of the other isoform (and missing the entire C-terminus). This finding underscores the significance of understanding isoform-specific receptor-ligand interactions for future drug trials in this model system or in-vivo. Together, our results support a previously hypothesized role for P2RX7 in glioma tumorigenicity where truncated P2RX7 isoforms in the ATP-enriched tumor microenvironment are tonically active without leading to cytotoxic pore formation. This leads to a calcium-dependent increase in exocytosis of Vascular Endothelial Growth Factor (VEGF) and subsequent angiogenesis (Zanoni et al. 2022; Pegoraro et al. 2024; Di Virgilio et al. 2018; Adinolfi et al. 2023; Amoroso et al. 2015).

Though the GL261 cell line is a valuable platform for investigating tumor biology and pathobiology, there are important considerations as to the extent it recapitulates in-vivo tumor gene expression and phenotype. First, repeated passaging leads to selection of cells that thrive in culture, and thus cultured cells may differ in significant ways from those that thrive in the in-vivo tumor environment. Even though adherent and neurosphere cells were analyzed after approximately the same number of passages, the possibility exists that observed gene expression differences could arise from artificial selection of GL261 subclones due to rapid adaptation to neurosphere culture media. Furthermore, long-term culturing of GL261 cells has surely led to genomic and epigenetic modifications that diverge from the in-vivo tumor. Second, mouse-derived tumor models differ from human in-vivo tumors in significant ways, both in their in-vivo characteristics when engrafted into animal hosts and their gene expression profiles (Candolfi et al. 2007; Jacobs et al. 2011; Patrizii et al. 2018). The dataset described here contributes to the on-going effort to refine our understanding of murine model systems, and it would be valuable for future analyses to include this dataset (publicly available at the NCBI Gene Expression Omnibus database, GEO #GSE277850) in a broader effort to investigate species-specific differences in gene expression and to map the gene expression characteristics of the described cell clusters onto known astrocyte and human glioma subtypes.

Together, these results contribute to our understanding of gene expression in the GL261 model system and highlight the importance of continued investigation of matrix metalloproteinases and purinergic receptors as drug targets for GBM treatment.

## Data Availability

The datasets generated during and/or analyzed during the current study are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, with Accession # GSE277850. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE277850.

How the deposited data were processed for this re-analysis (not part of the article)

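The data are 1 scRNA-Seq library of adherent GL261 cells and 1 of neurosphere cells, made with the 10x Genomics single cell 3’ protocol. The authors deposited, for each library, a matrix of raw UMI counts per gene and cell, as Cell Ranger wrote it for the cells it called, before their own quality control and without normalization. The counts are whole numbers for 32285 genes in 5764 adherent and 4951 neurosphere cells. The paper's text does not name the genome build, the annotation or the setting for reads in introns.

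From the counts, the 13 mitochondrial genes (symbols that begin with mt-) and the 101 ribosomal genes (symbols that begin with Rps or Rpl) were removed. Cells with fewer than 1000 UMIs, and cells with fewer than 1250 genes in adherent or 2250 genes in neurosphere cells, were then left out. The paper's Methods name the gene removal first, while its Results name the cell filter first. The reverse of the order used here was run as an alternative. Before filtering, the libraries held 68531063 and 82832873 UMIs, and the kept cells held 46290996 and 64943938 UMIs on the genes left. No doublets were removed, since Scrublet (scanpy 1.11.5) called 1 adherent and 0 neurosphere cells, too few for the caller to have worked. In place of it, cells over each library's 95th percentile of UMIs (253 adherent and 214 neurosphere cells) were left out as an alternative.

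Normalization, variable genes (2000 genes), PCA and clustering were run in Seurat 5.3.0 under R 4.3.3, with 17 PCs for adherent and 18 PCs for neurosphere cells and a resolution of 1.0. Integration used 30 dimensions for the anchors, the adherent cells as reference and 18 PCs. Clusters are given by number, and no cell types were named, as both libraries come from one cell line. The paper's pathway counts from PANTHER were not recomputed.

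For each gene, UMIs were summed over the kept cells of a library and given as CPM. With 1 library per condition, no test between the conditions was run and no p-value is given. The exact 95% intervals (conditional for log2 fold changes, Poisson for CPM, binomial for shares) cover counting error only. Cells were not treated as replicates, except by Seurat's marker search, which screened the leading genes of clusters. A gene with 0 UMIs in a library was given a floor of 3 counts. Shares of cells and genes per cell were also taken with each cell thinned to 5000 UMIs, and genes per cell also at 3000 UMIs. Tested on simulated data with 200 changed genes among 32171, the interval held the true log2 fold change for 92.5% of the changed genes, all with the right sign.

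Genes are named in the text by a rule: every gene the paper names for its expression, and the 5 largest and 5 smallest log2 ratios of CPM with 1 CPM added among genes with at least 100 UMIs over both libraries. The 16 gene lists cover the Wnt, integrin, cadherin, FGF, PDGF, EGF and angiogenesis pathways, hypoxia, dissociation stress, interferon response, oligodendrocyte lineage, astrocytes, neural stem cells, neurons, and the G1/S and G2/M phases. The FGF, PDGF, EGF and angiogenesis lists hold ligands and receptors, and the integrin list holds subunits. A list's median covers genes with at least 50 UMIs over both libraries and was set against 10000 random lists matched in 20 bins of mean expression. Gene length and GC content came from the GENCODE annotation of GRCm38, where 32235 gene identifiers matched. Their trends were removed by loess with a span of 0.5. The overall level was not added back, so the median of all genes went from 0.32 to 0.013 (length) and 0.0079 (GC). A list of 8 immune cell markers was added after the data were seen.

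Alternatives covered the cell filter, the order of gene and cell removal, the detection minimum, the fold change formula, TMM scaling (edgeR 4.0.16), mitochondrial and ribosomal genes kept in the total, the length and GC trends, thinning, the variable gene method, the clustering resolution and seed, the anchor reference and a merge without integration. The main settings and most alternatives were set before the data were examined, and the text says which were added later. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest.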

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

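In this part, the tests of damaged cells, of nuclear RNA, of immune cells, of a minority of cells and of the gene length trend on the oligodendrocyte list were chosen after the result was seen, and the test of counting noise before. Each pattern concerns genes or directions that the paper does not discuss as a difference between the phenotypes. With 1 library per condition, a difference between library preparations cannot be told apart from the culture condition for any of them.

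Ribosomal genes, which the paper removed before analysis, took 29.6% of the UMIs of kept adherent cells and 16.5% of those of kept neurosphere cells. Ribosomal genes were compared on CPM of all genes, these genes included. Of 96 genes with a ribosomal symbol and at least 50 UMIs, 87 were lower in neurosphere cells, with a median log2 fold change of -0.74. These include 9 S6 kinase genes, whose symbols begin the same way and of which 8 were higher. Of the other 87 genes, 86 were lower and only Rpl3l was higher. Damaged cells stay open as a cause. In cells with under 10% mitochondrial UMIs, the share was 29.6% in adherent and 16.6% in neurosphere cells, but this limit left out only 42 adherent and 36 neurosphere cells, so that it decides little. The lower share was not confined to a few cells, as the 5th to 95th percentiles per cell were 22.7% to 34.9% and 9.26% to 21.3%. A larger share of nuclear RNA in neurosphere cells stays open. Malat1, a nuclear RNA, had a log2 fold change of 0.11 on CPM of all genes. On the CPM used elsewhere, the nuclear RNAs Neat1 and Kcnq1ot1 were higher, at 1.06 and 1.83, while Malat1 was at -0.11. Gm42418 was examined with them and was at -0.98, but nothing here shows that it marks nuclear RNA. A change of ribosomal gene expression with the culture condition also stays open and was not tested apart from the libraries. Of 21 other translation genes, 13 were lower on CPM of all genes.

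The interferon response list had a median log2 fold change of -2.09 over 13 measured genes, below all 10000 matched random lists, with 11 genes over 2-fold lower and none over 2-fold higher. The paper names Cxcl10, Rsad2 and Ifit1 of this list as variable genes but does not compare their levels. Immune cells in the adherent culture are argued against: of 8 immune markers, the highest adherent level was 4.73 CPM (Cd74), with Lyz2 at 2.57 CPM and Tyrobp at 0, while the interferon genes had a median of 140 CPM in adherent and 37.7 CPM in neurosphere cells. A response to the culture medium may lie behind the change, but it was not tested apart from the libraries.

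The oligodendrocyte lineage list had a median log2 fold change of 2.53 over 18 measured genes (2.73 with Omg, absent from adherent cells, at its bound of at least 428-fold), above all 10000 matched random lists. Of these genes, 13 were over 2-fold higher and 1 was over 2-fold lower. Dll3, Gpr17 and Omg of this list are among the genes drawn in Fig. 4E, which the study picked from these libraries. UMIs of 3 or more of the 13 raised genes were found in 99.3% of neurosphere and 60.1% of adherent cells, and in 96.8% and 35.9% after thinning. A minority of cells of another type stays open all the same, since these genes were taken because they rose and the share that free RNA gives was not measured. The gene length trend as the whole cause is argued against, with a median of 1.92 once it was removed. A shift of the cell line with the growth factors stays open as a hypothesis.

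Besides the genes that rose, 1552 genes were over 2-fold lower in neurosphere cells, which the paper does not report. Counting noise is argued against, since libraries drawn from one profile gave 64 genes past 2-fold in the one direction that was counted. The count was 715 among genes detected in at least 10% of cells and 3810 among all genes with a UMI, and it was 1899 with TMM scaling and 1228 with mitochondrial and ribosomal genes kept in the total. What made these genes fall was not tested.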

How the results depend on the processing

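No paired analysis was possible because each condition has 1 library. The alternatives with the GC trend, with genes removed after the cell filter, with the highest 5% of UMIs left out, with the median gene or all genes as the reference level, with equal filters or gene removal combined with thinning, with kept cells after gene removal, and the scalings of gene lists and of the 2-fold split were chosen after seeing the data. Removal of doublets called by Scrublet was not run, since the caller marked 1 cell. Leaving out the reference library for the anchors changes nothing with 2 libraries and gave the same clusters. Over 98 results, 773 values were computed under an alternative, and 20 of these changed direction. Of the single genes, shares and lists not detailed here, 224 values moved without changing direction and 321 did not. For genes and shares, a move is one beyond the interval. List medians have no interval, so each that kept its direction was counted as moved. The causes of the changes given here were not tested, except where the alternative itself takes more or fewer genes or cells.

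The ratio of genes per cell stayed over 1: it was 1.41 in kept cells, 1.42 in kept cells after gene removal, 1.21 at 5000 UMIs, 1.20 at 3000 UMIs and 1.11 at 5000 UMIs after gene removal. One limit of 1250 genes per cell before thinning left out only 1 more cell per library and also gave 1.21. A limit of 2250 genes in both libraries kept 4435 adherent cells, and one of 1250 kept 4409 neurosphere cells. The shared variable genes fell to 7 with mean.var.plot dispersion, and the top genes of the adherent clusters to 14 with cells under 10% mitochondrial UMIs. Without integration, 13 clusters against 5 held at least 95% of their cells from 1 library. The ratio of spread was 2.82 in that merge, 2.49 with thinned cells and 1.30 with cells filtered before genes. Against the median gene, the levels of Cryab, Sat1 and Ube2c were 889, 244 and 256 times as high, and against the mean of all genes in the matrix 95.7, 26.3 and 27.5 times.

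The count of genes over 2-fold higher was 1899 among genes in at least 10% of cells and 5893 among all genes with a UMI, against 3111, as fewer or more genes are counted. Of the genes over 2-fold in either direction, 66.7% were higher in neurosphere cells. This share was 55.0% with TMM scaling (2325 higher and 1899 lower) and 77.6% with mitochondrial and ribosomal genes kept in the total (4255 higher and 1228 lower).

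Of Mmp15, Mmp16, Mmp2, Mmp28, P2rx7, P2rx4, P2ry1 and P2ry10, only P2rx4 changed direction: its log2 fold change was -0.090 with TMM scaling, -0.16 with the gene length trend removed and -0.096 with the GC trend removed. It was 0.35 with mitochondrial and ribosomal genes kept, 0.24 with Seurat's formula and 0.28 with thinned cells. Removing the length or GC trend also took out the overall level, a median of 0.32, so part of each such shift is one of scaling. The order of the conditions for P2rx4 therefore depends on the scaling. For Mmp15, Mmp16, Mmp2, P2rx7 and P2ry10 in turn, the log2 fold changes were 2.55, 2.65, -3.01, -0.87 and 1.20 with TMM scaling. They were 2.98, 3.08, -2.57, -0.43 and 1.64 with mitochondrial and ribosomal genes kept, 2.47, 2.28, -3.09, -1.02 and 1.16 with the length trend removed, and 2.66, 2.42, -2.97, -0.93 and 0.69 with the GC trend removed. Thinning gave 2.90, 3.03, -2.65 and -0.34 for Mmp15, Mmp16, Mmp2 and P2rx7, and an adherent P2rx7 share of receptor UMIs of 17.8%. The values of Mmp28 and P2ry1 stayed within their intervals under the same alternatives. Among the variable and highly expressed genes that the paper names, some changed direction. Sat1, at -0.063, turned to 0.19 with Seurat's formula, 0.16 with mitochondrial and ribosomal genes kept, 0.028 with the highest 5% of UMIs left out and 0.18 with thinned cells. Malat1, at -0.11, turned to 0.00085, 0.11 and 0.13 with Seurat's formula, with those genes kept and with thinned cells, and Ppia, at -0.016, to 0.20 with those genes kept. Tpt1, at 0.11, turned to -0.11 with TMM scaling, -0.038 with the length trend removed and -0.19 with the GC trend removed. With the length trend removed, Tex14 turned from 0.46 to -0.069 and Cdh18 from 0.57 to -0.14, and with the GC trend removed, Ccl20 turned from 0.52 to -0.088.

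For the Wnt, integrin, cadherin, FGF, PDGF, EGF and angiogenesis lists in turn, the medians were 0.61, -1.70, 0.89, -0.94, -2.40, -0.76 and -0.56 with the length trend removed and 0.72, -1.51, 0.91, -0.999, -2.25, -0.55 and -0.40 with the GC trend removed. With TMM scaling they were 0.66, -1.60, 1.25, -0.81, -2.34, -0.46 and -0.39. With mitochondrial and ribosomal genes kept they were 1.10, -1.16, 1.69, -0.37, -1.90, -0.023 and 0.043, so that the angiogenesis list changed direction. Under that scaling the neural stem cell list, at 0.0064, and the G2/M list, at 0.045, changed direction too.

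The depth limits the receptors and metalloproteinases with few UMIs: no fold is read for Mmp3, Mmp9, Mmp10, Mmp13, Mmp21, Mmp24, Mmp25, P2rx2, P2rx6, P2ry4 or P2ry6, whose counts are near the floor of 3 counts.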

Differences from the paper's values

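No tests are reported in this part, and the alternatives were set before the data were examined unless a sentence says otherwise. The number of genes over 2-fold higher in neurosphere cells was 3111 against the paper's 1664. With only genes detected in at least 10% of cells of either library, the count was 1899, within 1.5 times the paper's. The other alternatives did not close the gap: 5893 with all genes with a UMI, 3137 with the log2 ratio of CPM, 3157 with 1250 genes per cell in both libraries, 2823 with all called cells and 2862 with thinned cells. TMM scaling, chosen after seeing the values, gave 2325, also within 1.5 times the paper's.

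In the integrated dataset, the paper describes most clusters as holding both phenotypes in about the same proportions. Here, the 8 clusters with over 5% adherent cells, a limit chosen after seeing the values, had proportions of 0.635 to 0.864 against the paper's 0.45 to 0.60. The paper's clusters without adherent cells hold a small part of the neurosphere cells, while the 5 clusters with at most 1.90% adherent cells held 71.2% of them here. The paper describes these clusters as made up of neurosphere cells alone, and every cluster of the integrated dataset here held some adherent cells. At a resolution of 0.8, the lowest proportion over that limit was 0.677, and without integration 0.991. With the cell filter before gene removal, also chosen after seeing the values, the lowest adherent share over that limit was 8.97%.

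Levels of Cryab, Sat1 and Ube2c were 17.4 to 63.6 times the mean gene, against the paper's 100 to 1000. No alternative for this level was set before the data were examined. With the median gene as the reference, chosen after seeing the values, the levels were 244 to 889 times. The highest share of cells with P2rx7 was 10.6% against the paper's upper end of 20%, and no alternative raised it: 9.46% with all called cells, 10.5% with 1250 genes per cell in both libraries, 10.6% with cells under 10% mitochondrial UMIs and 5.49% with thinned cells.

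The share of neurosphere cells with P2rx4 was 35.4%, against about 20% in Fig. 6A, read by eye. It was 16.1% with thinned cells, within 1.5 times the figure's, but thinning took the adherent share from 21.7% to 13.6%, against about 30% in Fig. 6A, read by eye, and left neurosphere cells higher. The neurosphere share was 31.0%, 34.7% and 35.4% with all called cells, with 1250 genes per cell in both libraries and with cells under 10% mitochondrial UMIs. For P2ry1, the shares were 0.95% of adherent and 22.9% of neurosphere cells, against about 20% and about 0% in Fig. 6B, read by eye. For P2ry10, they were 13.7% of adherent and 45.3% of neurosphere cells, against about 40% and about 10% in Fig. 6B, read by eye. For P2ry1 and P2ry10, none of the alternatives closed the gap.

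The paper describes P2rx7 as upregulated in neurosphere cells, and its log2 fold change was -0.65 here. It describes P2rx4 as downregulated, and its log2 fold change was 0.13, which turned to -0.090 with TMM scaling. It was -0.16 with the gene length trend removed and -0.096 with the GC trend removed, the last an alternative chosen after seeing the values. Both trend fits also took out the overall level, so these turns are of scaling and not of length or GC content. The paper describes P2ry1 and P2ry10 as downregulated, and their log2 fold changes were 4.30 and 1.42. It states that P2rx7 is a larger part of ATP signaling in neurosphere cells. The gene's share of the UMIs of P2rx and P2ry genes was 19.5% in adherent and 7.14% in neurosphere cells. Those genes were taken by family name, so the share is not one of ATP signaling. The paper describes Mmp2 and Mmp28 as not different, and their log2 fold changes were -2.79 and -3.37.

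Some values within 1.5 times of the paper's were matched by particular settings. With the cell filter before gene removal, chosen after seeing the values, 5073 adherent and 4300 neurosphere cells were kept, as in the paper, and the neurosphere cells gave 11 clusters, also as in the paper. The paper's 9 adherent clusters were reached at a resolution of 0.8 and with cells under 10% mitochondrial UMIs, against 10. For the shared variable genes, 13 were found against the paper's 14, and the gene that is missing, Ccl2, ranked 51 in adherent cells. The paper counts 11 genes among the highest in both phenotypes, against 12 here. That number, without a check of which genes, was reached with the log of the mean of back-transformed values and at a resolution of 0.8. It was 8 with cells under 10% mitochondrial UMIs. The list the paper gives includes Nkain2, which was not among the highest genes of a neurosphere cluster here, while AI506816 and Col11a1 were shared here and are not in that list.

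Of the pathways that the paper associates with upregulated genes, the gonadotropin-releasing hormone receptor and Ras had no list here. For the others, the genes over 2-fold higher were 12 for Wnt, 10 for cadherins, 3 for EGF, 4 for integrin subunits, 2 for FGF, 0 for PDGF and 1 for angiogenesis. The genes over 2-fold lower were 5, 3, 2, 13, 4, 2 and 5 for the same lists, and exceeded the higher ones for the last 4 lists. The paper's pathways came from PANTHER, which was not used here, so the counts from these lists do not test the paper's.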

Other observations

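In this part, the tests of the spread of cells, of the purinergic receptors and of the integrated clusters, and the removal of genes before thinning, were chosen after the result was seen. The division of one library into random parts was chosen after the files were first seen but before its own result, and the other tests were chosen before the result was seen. In no paragraph can a difference between the library preparations be told apart from the culture condition, since each condition has 1 library.

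Neurosphere cells had more genes per cell. Depth as the whole cause is argued against, since the ratio of medians was 1.21 at 5000 UMIs per cell. The removal of mitochondrial and ribosomal genes before thinning brought the ratio to 1.11, so that part of the difference may go with the larger ribosomal share of adherent cells. The spread of neurosphere cells stayed wider at one depth, with a ratio of 2.49 between thinned cells in a merge without integration.

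The rise of Mmp15 and Mmp16 is not accounted for by gene length or depth alone. The log2 fold change of Mmp16 was 2.28 with the length trend removed, and a UMI of Mmp15 was found in 45.0% of thinned neurosphere cells against 8.49% of thinned adherent cells.

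The genes over 2-fold higher in neurosphere cells were far more than counting noise gives, as libraries drawn from one profile gave 64. With genes divided by length into 5 groups of about equal size, from shortest to longest, the median log2 fold change was 0.10, 0.24, 0.28, 0.39 and 0.55. The share of genes over 2-fold higher did not rise steadily, at 21.5%, 18.8%, 17.4%, 19.5% and 28.8%. With the length trend removed, 1992 of 3073 genes, or 64.8%, stayed over 2-fold higher, so the trend as the whole cause is argued against. That fit also took out the overall level, which by itself lowers the count. Sampling of cells is argued against for the small overlap of variable genes, as random parts of one library shared at least 35 of the top 50 genes.

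The changes of P2rx7, P2ry1 and P2ry10 run opposite to the paper's text, while the direction of P2rx4 depends on the scaling. Exchanged libraries are argued against, because the totals of cells and genes are those the paper gives for the same names, and Mmp15 rose in neurosphere cells with a log2 fold change of 2.76, as in the paper. A candidate explanation is that the groups are exchanged in Fig. 6A and 6B. For P2rx4, P2ry1 and P2ry10, the larger dot is drawn for the library with the smaller share in 3 of 3 genes. With the groups exchanged, the dots, read by eye, lie within 5.36 percentage points of the shares found here, and as drawn the largest gap is 35.3 points. This is a hypothesis from coarse readings, found and tested on the same data.

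The paper reports an even mix of both libraries in most integrated clusters, which no setting gave here. A hypothesis is that cluster numbers of the separate analyses were counted in place of those of the integrated dataset. Pairing the separate clusters 0 to 8 by number gave adherent shares of 39.6% to 57.0%, and 48.0% to 59.0% with cells filtered before genes. The first range reaches outside the paper's and the second lies inside it. The paper's clusters 9 and 10 hold neurosphere cells alone. The paper's separate analyses gave 9 adherent and 11 neurosphere clusters. Paired by number from 0, these would leave clusters 9 and 10 without adherent cells, which goes with the hypothesis. In the pairing here, cluster 9 was 39.0% adherent, and 23.2% with cells filtered before genes. Cluster 10, found only with cells filtered before genes, held 0 adherent cells. Neither value tests the hypothesis, because 10 adherent clusters were found here against the paper's 9. The pairing decides little, because clusters are numbered by size and similar sizes give even shares by construction, so the hypothesis stays open.

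The remaining gene lists had these median log2 fold changes, given with their percentile among matched random lists. Hypoxia genes had 0.43 (80.8), dissociation and stress genes 0.72 (97.9), neurons 1.49 over 5 genes (98.9) and G1/S genes 0.65 (94.7), all in the same direction under TMM scaling and with mitochondrial and ribosomal genes kept. Astrocyte genes had -0.29 (3.59), also in the same direction under both. Neural stem cell genes had -0.21 (9.32) and G2/M genes -0.17 (6.04), and both changed direction with mitochondrial and ribosomal genes kept.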
